A study of Mus musculus with 5 samples.

How the data were processed

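Gene expression was measured by RNA sequencing in 5 libraries of B16F10 mouse melanoma cells, 1 library per group. Per the labels' protocols, cells were infected with lentivirus and grown in medium with serum, total RNA was extracted with TRIzol and libraries were made with the NEBNext Ultra RNA kit. The labels do not state whether poly(A) RNA was selected, nor the aligner, the counting rule, its handling of strand and shared reads, the genome build or the normalization.

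The authors deposited 1 table of FPKM values with 54699 genes, and per the file headers it gives for each gene an Ensembl identifier or a number for a locus outside the annotation, a symbol, a position, a length and a biotype. The 167 loci without an annotation have no symbol. In each library 100% of the values above 0, multiplied by gene length, were whole multiples of 1 step, and this step gave back the reads per gene and the number by which the authors divided. That number was 0.859 times the recovered reads for Myod1 expression, 1.10 for Pparg expression, 0.976 for the empty expression vector control, 1.06 for Setdb1 knockdown and 1.03 for the empty knockdown vector control. It equalled median-of-ratios size factors of the recovered reads, over the 14534 genes with reads in all 5 libraries, times the geometric mean of the totals, at a ratio of 1.00 in each library. The deposited FPKM were therefore scaled between libraries already, and they sum to 420545 in the Myod1 expression library and to between 297582 and 326960 in the others.

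Gene symbols and positions are those of the deposited table. Of the 54409 identifiers shared with GENCODE release M21 (assembly GRCm38), 53499, or 98.3%, had the same chromosome, start and end, so positions are read as GRCm38, a build the labels do not name. GC content was taken from the longest M21 transcript of each gene and was found for 12679 of the 12842 genes compared (98.7%). None of the loci outside the annotation has one.

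Genes with an FPKM of at least 1 in at least 1 library were compared. The log2 ratio is log2(FPKM + 1) of the treated library minus that of its control, and a gene was counted as changed at an absolute value of at least 1, that is 2-fold. The comparisons were Myod1 expression and Pparg expression, each against the empty expression vector control, and Setdb1 knockdown against the empty knockdown vector control. The 2 controls were compared with each other as background. With 1 library per group no test between conditions was possible. Where a control had at most 3 reads, a fold was computed against 3 reads. Such a fold is a lower bound on the ratio of the observed values and leaves counting error aside. At exactly 3 reads it is that ratio itself. Wilson intervals at 95% were computed on a gene's share of the library's reads.

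The 13 gene lists, with 585 entries, were fixed before the data were examined, as were the comparisons, the limits and the first set of alternative settings. They cover skeletal muscle, adipocytes, neurons, melanocytes, neural progenitors, S phase, G2/M phase, ribosome biogenesis, the proteasome, the spliceosome, the interferon response, the germline and the protocadherin beta cluster. A list with at least 5 genes compared got a median log2 ratio and its percentile among 10000 random lists with as many genes in each of 20 bins of mean expression. Genes named one by one are the targeted genes, members of the lists, and in each comparison the 5 with the highest and the 5 with the lowest log2 ratio among genes with a symbol that changed at least 2-fold in the same direction against both controls. Of the list entries 2 were not in the table under their symbol and were left out. Further sets (histones, ribosomal proteins, mitochondrially encoded proteins, immune cell markers, RNAs without a poly(A) tail and the loci outside the annotation) were put together after the data were seen. Genes named outside this rule are said to be chosen after their values were seen.

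Relations between comparisons were described by Pearson and Spearman correlation across genes and by counts of genes changed in the same direction. For comparisons that share a control, unchanged groups were simulated 200 times with the spread seen between the 2 controls in each expression bin, centred in each bin.

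The alternatives fixed beforehand were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, a 4-fold limit, division by the column sum, centring on the median of all genes compared, scaling to the 75th percentile, the other control library, and a change against both controls. For lists, all members in the table and random lists matched on the control library were added to these. Chosen after the data were seen were the removal of trends with GC content and gene length (medians of 20 bins of each subtracted in 5 rounds), random lists matched on expression and GC content, values under 3 reads set to 3 reads, protein-coding genes alone, and an exact binomial test on the recovered reads with Benjamini-Hochberg adjustment at 0.05. That last test compares 2 libraries, not 2 conditions.

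The steps were tested on simulated reads for the real genes. The reads came back exactly for 100% of 54699 genes. Of 200 genes changed 4-fold, all well above an FPKM of 1 in the control, 100% were counted in the right direction. Smaller changes and low genes were not tried. Of 12642 unchanged genes 0.364% passed 2-fold. The simulated libraries held counting error alone, and the 2 real controls differed at least 2-fold in 2.67% of genes. A list of 40 raised genes stood at percentile 100, and 6.5% of 200 lists of unchanged genes lay outside the central 95%. A list of 50 genes lowered by 1 at low GC had a median of -0.95 after the trend was removed, and an unchanged one went from -0.22 to 0.01.

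Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.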

Results

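RNA from B16F10 cells, a pigmented mouse melanoma line, was sequenced in 5 libraries, each from a culture infected with lentivirus. Cells made to express Myod1, a transcription factor of skeletal muscle, and cells made to express Pparg, a nuclear receptor of fat cells, were collected on day 8 together with cells that carried the empty expression vector. Cells in which a short hairpin RNA lowered Setdb1, a histone methyltransferase, were collected on day 7 together with cells that carried the empty knockdown vector. Each group had 1 library, so no difference between groups below has a replicate check, and no p-value across conditions can be given. The 2 expression groups share 1 control library.

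The libraries held 18300670 reads assigned to genes for Myod1 expression, 17493943 for Pparg expression, 16741147 for the empty expression vector control, 17383206 for Setdb1 knockdown and 16214802 for the empty knockdown vector control. These totals were recovered from the deposited FPKM values (fragments per kilobase of gene length, scaled by library size). The 10 genes with the most reads took 9.31% of the reads of the Myod1 expression library and 5.72% of those of the Pparg expression library, against 8.57% in the empty expression vector control. They took 7.54% in the Setdb1 knockdown library and 7.37% in its control. A total of 12842 genes had an FPKM of at least 1 in at least 1 library and were compared, by log2((FPKM + 1) / (FPKM + 1)) of the treated library against its control. This ratio understates the change of genes with low values. Intervals below are 95% Wilson intervals on a gene's share of its library's reads, and they cover counting error only.

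The targeted genes were examined first. Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) reached an FPKM of 260 (interval 254 to 266) in the Myod1 expression library and had 0 reads in the other 4 libraries. Against the 3-read floor of the control it was at least 2635-fold higher. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) reached an FPKM of 44.4 (42.7 to 46.2) in the Pparg expression library and had 0 reads in the other 4, a difference of at least 714-fold. Values per gene do not separate a transcript of the vector from that of the cell's own gene. Setdb1 (ENSMUSG00000015697, chromosome 3, 95323525 to 95357202) had an FPKM of 0.867 (0.720 to 1.05) in the knockdown library and 9.82 (9.26 to 10.4) in the empty knockdown vector control, so 8.83% of the control value remained. Its FPKM was 8.41 (7.88 to 8.97) with Myod1 expression, 15.2 (14.5 to 15.8) with Pparg expression and 10.3 (9.77 to 10.96) in the empty expression vector control. On the log2 scale the changes of the 3 targeted genes were 8.03, 5.51 and -2.53. The pseudocount moved them most, to 11.35, 8.80 and -3.36 with 0.1 in place of 1.

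**Figure D1:**
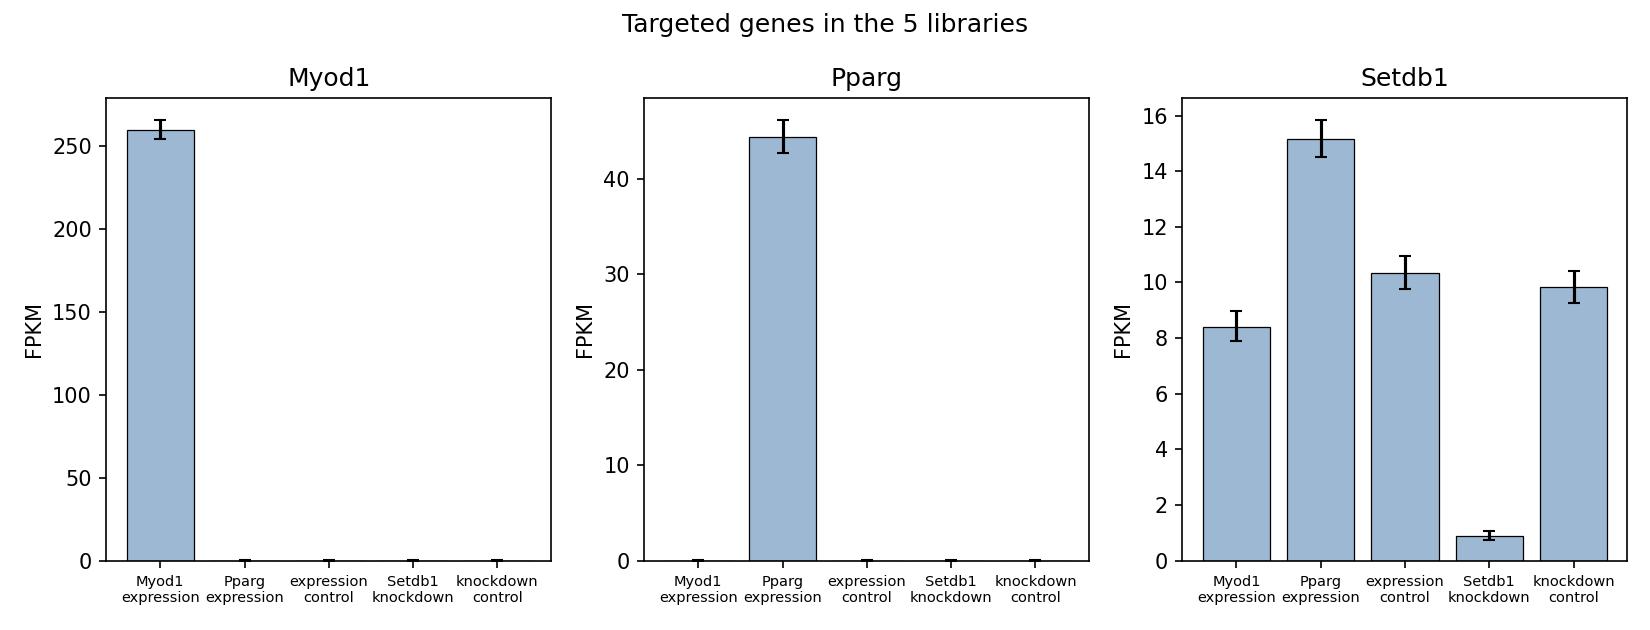
FPKM of Myod1, Pparg and Setdb1 in each of the 5 libraries (1 library per bar, error bars are 95% Wilson intervals on the reads). Myod1 and Pparg are listed at 0 outside their own expression library, and Setdb1 is lowest in the knockdown library, at 0.867.

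The 2 control libraries, which differ in vector and day of collection, gave the only background the design offers. They differed at least 2-fold in 343 genes, 158 higher and 185 lower in the empty knockdown vector control, which is 2.67% of the genes compared. With Myod1 expression 2768 genes differed at least 2-fold from the control, 1798 higher and 970 lower, or 21.6% of the genes. With Pparg expression the count was 837 genes, 542 higher and 295 lower, or 6.52%. With Setdb1 knockdown it was 2526 genes, 1200 higher and 1326 lower, or 19.7%. The 3 counts were 8.07, 2.44 and 7.36 times the count between the controls. A change of at least 2-fold against both control libraries was seen for 1525 genes higher and 567 lower with Myod1 expression, 429 higher and 109 lower with Pparg expression, and 745 higher and 971 lower with Setdb1 knockdown.

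The split between higher and lower genes depended on the scaling. Dividing each library by the sum of its FPKM values moved the median of all genes compared in the Myod1 comparison by -0.33, and scaling to the 75th percentile moved it by -0.12, while the shifts in the other comparisons stayed under 0.1 in size. The share of higher genes in the Myod1 comparison was 65.0% as deposited, 36.9% with the column sum, which gave 1548 higher and 2651 lower genes, and 52.7% with the 75th percentile, which gave 1489 higher and 1334 lower. In the other 2 comparisons the share moved by less than 10 percentage points, between 64.8% and 72.6% with Pparg expression and between 39.7% and 47.5% with Setdb1 knockdown.

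**Figure D2:**
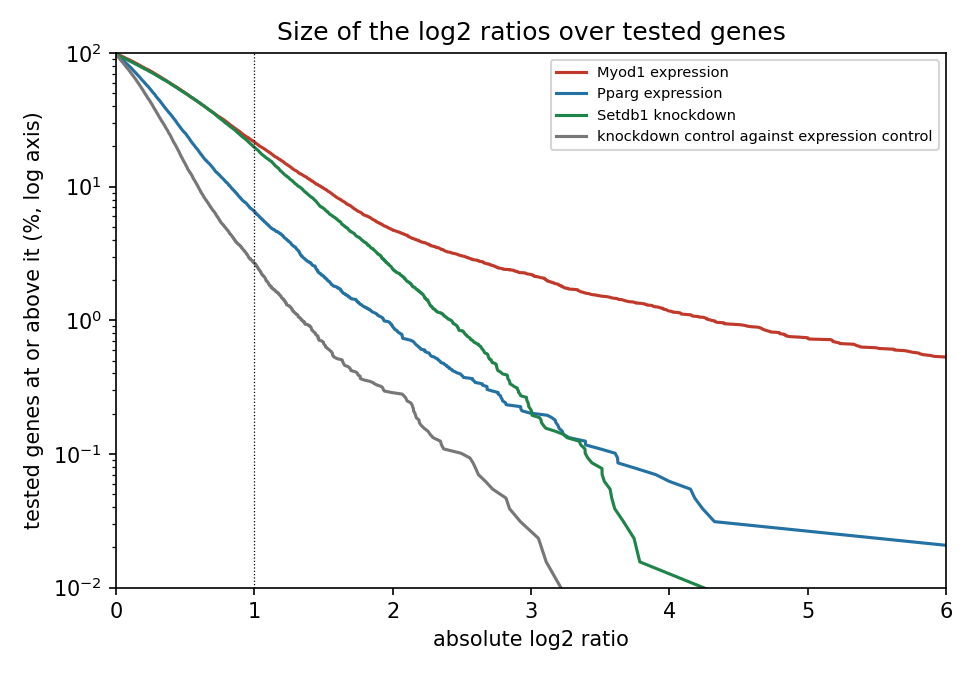
Percentage of the 12842 genes compared (log axis) whose absolute log2 ratio is at or above the value on the horizontal axis, for the 3 comparisons and for the 2 control libraries, with a dotted line at 2-fold. At that line the curves stand at 21.6%, 6.52% and 19.7% for Myod1 expression, Pparg expression and Setdb1 knockdown, and at 2.67% for the controls.

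Gene lists fixed before the data were examined were then compared with 10000 random lists of the same size matched on expression, as a description of these libraries. Of the 11 lists with enough members, 4 lay outside the central 95% of random lists between the 2 controls alone, so a place outside that range is not by itself a difference from the background. The 4 were the neuronal list (median -0.30), the S phase list (0.12), the ribosome biogenesis list (0.32) and the interferon response list (0.19). The numbers of lists outside the range, and with a larger median in size than between the controls, were 6 with Myod1 expression, 7 with Pparg expression and 6 with Setdb1 knockdown.

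Myod1 expression against the empty expression vector control addressed how far melanoma cells take on muscle transcription. All 50 skeletal muscle genes that were compared rose at least 2-fold, with a median log2 ratio of 6.99 (percentile 100), and the same list stood at 0.00 between the controls. The other 5 of the 55 genes on the list did not reach an FPKM of 1 in any library. The median was 6.68 over all 55, and 10.85 when values under 3 reads were set to 3 reads with no pseudocount. Myog went from 0 reads in the control to 22295 reads and an FPKM of 948, at least 7721-fold. Ckm reached an FPKM of 894, at least 14177-fold. The 5 largest rises that held against both controls were those of Acta1 (13.76), Actc1 (11.22), Myl1 (11.07), Tnnt3 (10.84) and Myh3 (10.78). Controls with at most 3 reads make the changes of Acta1 (at least 125404-fold), Actc1 (at least 20948-fold) and Myl1 (at least 24250-fold) lower bounds on the observed ratio. They leave counting error aside: for Acta1 the control's interval reached an FPKM of 0.291, above the 0.120 of 3 reads. Acta1 reached an FPKM of 14993 and took 1.98% of all reads of the library. Acta1 and Actc1 are close relatives, and how reads shared between them were counted is not stated.

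By the same rule the largest falls were those of Mki67 (-3.43), Smc4 (-2.98), S100a6 (-2.78), Hsp90aa1 (-2.76) and Smc2 (-2.73). The controls themselves differed in these genes, by -1.49 in S100a6 and -1.34 in Mki67, and against the other control the falls lay between -1.30 for S100a6 and -2.13 for Smc4. The S phase list had a median of -1.04 with 56 of 58 genes lower, and the G2/M phase list had a median of -1.37 with 54 of 55 genes lower, both at percentile 0. Between the controls these lists stood at 0.12 and -0.05. The melanocyte list fell to a median of -0.99 with 21 of 23 genes lower (percentile 0), against 0.01 between the controls. Its members included Mitf (-1.72), Tyr (-1.60) and Dct (-1.86). The spliceosome list stood at -0.46 (percentile 0). The neuronal list, with 14 of 50 genes compared, stood at -0.55 (percentile 0.37), but at 0.23 against the other control. The adipocyte list (0.21), the neural progenitor list (-0.07), the proteasome list (0.02, negative under the column sum and the 75th percentile) and the interferon response list (-0.13) lay within random lists. The ribosome biogenesis list (-0.21) was outside, but by less than the 0.32 between the controls.

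Pparg expression against the same control addressed the uptake of fat-cell transcription. The adipocyte list had a median log2 ratio of 1.02 with 24 of 28 genes higher and 14 of them at least 2-fold (percentile 100), against -0.04 between the controls. Over all 42 genes of the list in the table the median was 0.31, also at percentile 100. Only 28 of these 42 reached an FPKM of 1 in any library, and 9 were listed at 0 with Pparg expression. Fabp4 went from 0 reads in the control to 13207 reads and an FPKM of 153, at least 3752-fold, and Cd36 reached an FPKM of 146, at least 2857-fold. Angptl4 (at least 326-fold), Plin4 (at least 98.9-fold), Lipe (log2 ratio 3.23) and Thrsp (2.99) rose as well, while Scd1 (-0.23), Fasn (-0.35), Elovl6 (-0.79) and Klf15 (-0.10) were lower. By the naming rule the largest rises were those of Fabp4 (7.27), Cd36 (7.18), Pparg itself (5.51), Sncg (4.33) and Fabp3 (4.24). The largest falls were those of mt-Te (-2.50), Pmel (-2.49), Ankfn1 (-2.45), Car14 (-2.34) and Nckap5l (-2.303), which stood at -1.69 against the other control. The mt-Te value is uncertain, since this mitochondrial tRNA rests on 17 reads against 87.

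The melanocyte list fell with Pparg expression to a median of -1.05 with 21 of 23 genes lower (percentile 0), and Bcan (2.26) was the member that rose at least 2-fold. The cell-cycle lists fell less than with Myod1 expression, to -0.23 for S phase (percentile 0.1) and -0.34 for G2/M phase (percentile 0). The interferon response list had the largest median of this comparison, 1.53, with all 39 genes higher and 29 of them at least 2-fold (percentile 100). Isg15 had an FPKM of 40.1 against 4.94 in the control (2.79), and Ifit1 had 10.9 against 0.691 (2.82). Against the other control library, in which Ifit1 had an FPKM of 7.07, the list median was 1.14. The spliceosome list stood at -0.31 (percentile 0). The neuronal list stood at -0.35 (percentile 0.31), but at 0.05 against the other control, and its median between the controls was -0.30. The skeletal muscle (0.03), neural progenitor (-0.10) and proteasome (-0.18) lists lay within random lists, and the ribosome biogenesis list (-0.18, percentile 2.36) fell by less than it differed between the controls.

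Setdb1 knockdown against the empty knockdown vector control addressed transcription in cells with a lowered Setdb1 transcript. The cell-cycle lists moved most. The S phase list had a median log2 ratio of -1.85 with 58 of 58 genes lower, and the G2/M phase list -1.998 with 54 of 55 genes lower, both at percentile 0. The ribosome biogenesis list fell to -0.53 (percentile 0), though against the other control its median was -0.17, within random lists. The spliceosome list stood at -0.29. The melanocyte list had a median of -0.53 (percentile 0.22) with 16 of 23 genes lower, and its members moved apart: Mitf (-1.54) and Slc45a2 (-1.49) fell, while Cited1 (4.504), Oca2 (1.18) and Pmel (0.54) rose. Removing the trends with GC content and length brought the melanocyte median to -0.31, at percentile 3.64, while the uncorrected median stayed outside random lists matched on expression and GC (percentile 1.09). The interferon response list rose to 0.42 with 27 of 39 genes higher (percentile 99.87), against 0.19 between the controls.

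No list of a specialised cell type rose in this comparison. The neuronal list, of which 14 of 50 genes could be compared, had a median of -0.07 (percentile 33.4), the neural progenitor list -0.08, the adipocyte list 0.01 and the skeletal muscle list 0.00, and the proteasome list stood at -0.06. Of the 42 germline genes and the 22 genes of the protocadherin beta cluster, 2 each reached an FPKM of 1 in any library, too few for a median. With Setdb1 knockdown 27 of the 42 germline genes were listed at 0, against 28 in the control. Of their 2 genes that were compared, Hsf2bp rose at least 303-fold with Myod1 expression, and Fkbp6 changed by less than 2-fold in each comparison.

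The largest rises after Setdb1 knockdown were those of Cited1 (4.504), Klf2 (3.79), Rn7sk (3.67), Atf3 (3.51) and Mir3060 (3.51). Cited1 (ENSMUSG00000051159, chromosome X, 102247381 to 102252181) had an FPKM of 266 (261 to 272) against 10.8 (9.65 to 12.03) in the control, and 11.97 in the empty expression vector control. Klf2 rested on 743 reads against 20 and rose by 3.56 against the other control. The last 3 entries were less firm. Atf3 itself differed by -2.14 between the 2 controls. Rn7sk rested on 114 reads against 3 (34.3-fold), and the control's FPKM of 0.542 had an interval up to 1.59. It differed by -1.14 between the controls and rose by 2.53 against the other one. Mir3060 rested on 16 reads against 0 (at least 4.82-fold), and reads of a host transcript cannot be told from those of the short RNA. The largest falls were those of Gm10357 (-3.74), Pimreg (-3.61), Uhrf1 (-3.58), Gm10282 (-3.57) and Tuba1b (-3.53). Gm10357 is annotated as a processed pseudogene and had 2 reads, under the floor, against 79. Tuba1b has close relatives, and how shared reads were counted is not stated.

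**Figure D3:**
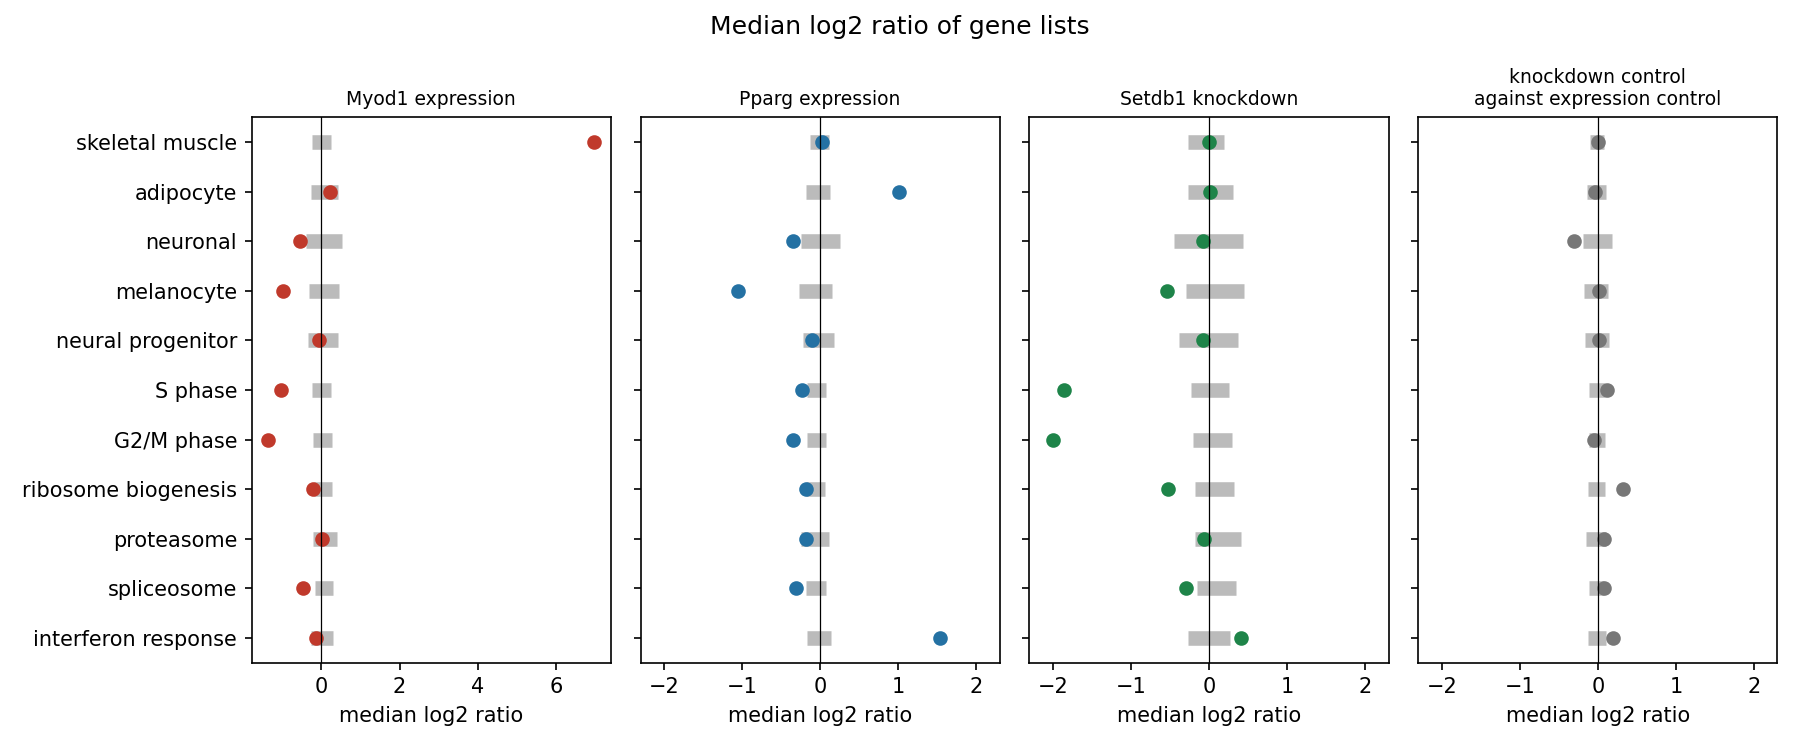
Median log2 ratio of the 11 gene lists with at least 5 genes compared (points) for the 3 comparisons and the 2 control libraries, with the central 95% of 10000 random expression-matched lists as grey bars. The first panel has a wider axis, since the skeletal muscle list stands at 6.99, and the cell-cycle lists stand lowest with Setdb1 knockdown, at -1.85 and -1.998.

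Across the 12842 genes, which are not independent replicates, the log2 ratios of the 3 comparisons were related pair by pair. The Myod1 and Pparg comparisons had a Pearson r of 0.36 and a Spearman rho of 0.49. Unchanged groups simulated against their shared control, with the spread seen between the controls, gave an r of 0.50 with no effect at all. That value holds for groups that vary as little as the controls (SD of the log2 ratios across genes 0.40), and a shared control adds less where changes are larger, as here (1.11 and 0.56). With a different control for each comparison r was 0.23 or 0.27, depending on which comparison took which control, where the simulation gave a value near 0. The Myod1 and Setdb1 comparisons share no library and had r = 0.29 and rho = 0.38, and the Pparg and Setdb1 comparisons had r = 0.30 and rho = 0.35, where the simulation without a shared control gave -0.000178.

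The numbers of genes changed at least 2-fold in the same direction were 171 higher and 176 lower for Myod1 with Pparg, where independent calls would give 75.9 and 22.3 and the simulated shared control 89.6 in both directions together. They were 283 higher and 373 lower for Myod1 with Setdb1, against 168 and 100.2 from independent calls, and 130 higher and 62 lower for Pparg with Setdb1, against 50.6 and 30.5. In all 3 comparisons 53 genes were higher and 38 lower, where unchanged groups simulated with the shared control gave 0.8 and 0.74. If the Setdb1 calls were independent of the genes that Myod1 and Pparg have in common, 15.98 and 18.17 would be reached. Of these, 37 higher and 22 lower genes also changed at least 2-fold against the other control in each comparison. Ranked by the smallest of its 3 changes, Id3 stood first among the 53, with log2 ratios of 4.16, 3.50 and 3.09 in the Myod1, Pparg and Setdb1 comparisons. It was chosen after its values were seen.

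Log2 ratios also changed with the GC content of the transcript. Over 12679 genes with a GC value the Spearman rho between log2 ratio and GC content was 0.22 with Myod1 expression, 0.19 with Pparg expression and 0.39 with Setdb1 knockdown, and -0.27 between the controls. Against the other control it was 0.33, 0.34 and 0.28, so the order of the comparisons depended on the control. The rho with gene length was -0.26, -0.17 and -0.25 in the 3 comparisons and -0.09 between the controls. From the 1268 genes lowest in GC content to the 1267 highest, the median log2 ratio with Setdb1 knockdown went from -0.51 to 0.46.

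**Figure D4:**
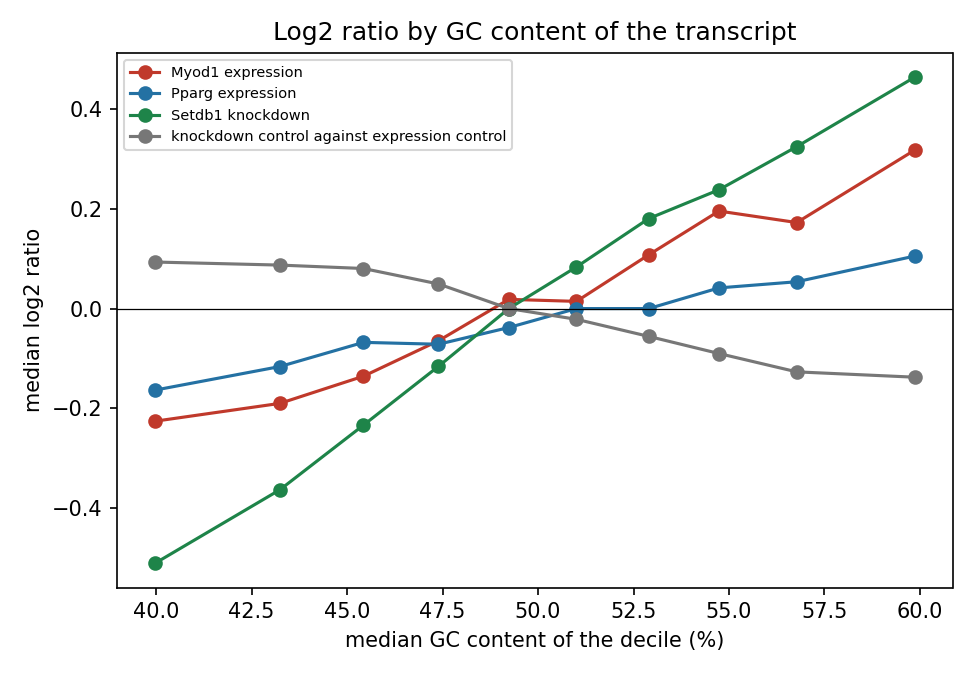
Median log2 ratio of the genes in each of 10 equal bins of transcript GC content (horizontal axis, median GC in percent) for the 3 comparisons and the 2 control libraries. With Setdb1 knockdown the median rises from -0.51 to 0.46, and between the controls it falls from 0.09 to -0.14.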

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

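The alternatives that remove GC and length trends, match random lists on GC, floor values at 3 reads, keep protein-coding genes alone or add the binomial test were chosen after the data were seen. No paired analysis was possible because each group had 1 library.

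The 3 targeted genes and the 29 other genes named by the rule kept their direction and their side of 2-fold under each scaling and the smaller pseudocount, and the targeted genes did so against the other control. For the other genes that last step was fixed by the rule that named them. A smaller pseudocount can only enlarge a ratio, so that step was fixed for all of these genes. The scalings could hardly fail either, since the smallest of these ratios in size was -2.303 (Nckap5l). The skeletal muscle list with Myod1 expression ranged from 6.68 to 10.85, the adipocyte list with Pparg expression from 0.31 to 1.35, and the G2/M phase list with Setdb1 knockdown from -2.36 to -1.95, each outside random lists under all 11 alternatives. The melanocyte median with Setdb1 knockdown was -0.31, within random lists, once GC and length trends were removed (percentile 3.64), but it stayed outside random lists matched on expression and GC (percentile 1.09). The cause was not tested.

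Counts of changed genes moved with the pseudocount. With 0.1 they were 1729 in the Pparg comparison (main value 837), 4027 in the Setdb1 comparison (2526) and 952 between the controls (343), since a smaller pseudocount lets low genes pass 2-fold, and the Myod1 count (4044, main value 2768) stayed within 1.5 times. A 4-fold limit gave 608, 114 and 310 genes in the Myod1, Pparg and Setdb1 comparisons and 36 between the controls. Division by the column sum gave 4199 genes with Myod1 expression and 1443 with Pparg expression. Between the controls it gave 311 higher and 336 lower genes (main values 158 and 185), so the background grew as well. This division multiplies all values before the pseudocount is added, and so acts as a smaller pseudocount too. Asking for a change against both controls left 538 genes with Pparg expression. Without a filter on low values the counts could not change, because a gene under an FPKM of 1 in all libraries cannot pass 2-fold with a pseudocount of 1. The binomial test and the 2-fold limit together passed 2652, 738 and 2389 genes. Removing GC and length trends gave 2496, 775 and 1973.

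With a pseudocount of 0.1 the correlations between comparisons shifted little, while the counts of genes changed in the same direction grew. The correlations became 0.37 for Myod1 with Pparg (main value 0.36), 0.27 for Myod1 with Setdb1 (0.29) and 0.26 for Pparg with Setdb1 (0.30). The genes changed in the same direction became 885, 1401 and 612 (main values 347, 656 and 192), and 366 in all 3 comparisons (91). The cause of the changes in correlation was not tested. With independent controls the correlation of Myod1 with Pparg was 0.23, as the shared control no longer adds to it.

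The neuronal list reversed against the other control, from -0.55 to 0.23 with Myod1 expression and from -0.35 to 0.05 (0.0529) with Pparg expression. For each gene this move is the log2 ratio between the controls, so nothing but the choice of control entered it. The median of that ratio over the list was -0.30. Medians of ratios do not subtract, so the list medians could move by more. Over all members in the table its median was 0.00 in both comparisons, since many of its genes are listed at 0.

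Of all list medians under the alternatives, 13 lost their place outside random lists, 7 gained one and 2 that lay outside reversed. Sign changes of medians within random lists were not counted. An example is the proteasome list with Myod1 expression, at 0.02 as deposited and -0.37 under the column sum. The ribosome biogenesis list entered the range of random lists in the Myod1 comparison at an unchanged median of -0.21 when random lists were matched on the control library or on GC. In the Pparg comparison it did so at -0.19 with a pseudocount of 0.1, -0.0838 with the column sum, -0.16 after centring, -0.18 under both other matchings and -0.19 with values floored at 3 reads. In the Setdb1 comparison it did so at -0.17 against the other control. The spliceosome list with Setdb1 knockdown (-0.29) lay within random lists matched on GC. The adipocyte list with Myod1 expression left random lists with a pseudocount of 0.1 (0.54), the column sum (0.15) or values floored at 3 reads (0.59). The interferon response list with Myod1 expression did so against the other control (-0.53) and with random lists matched on the control library (-0.13). With Pparg expression the skeletal muscle list did so with a pseudocount of 0.1 (0.18) and the proteasome list against the other control (-0.26). The cause was not tested, except that matching changes the random lists and not the median.

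Depth limits the low genes. With a gene at 0 reads, the 3-read floor of Myod1 lies at an FPKM between 0.0841 and 0.0987 in the 4 libraries without its expression, and smaller amounts could not be seen.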

Other observations

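Of the tests below, 4 were written down before the value they measure had been seen: the GC trend without the cell-cycle lists, the other loci outside the annotation, and both tests of the correlation between comparisons. All other tests were chosen only after the result was seen, and the limits by which a test was read were set when most values were known. All tests used the data in which the patterns were found, and the histone, mitochondrial, retroelement, poly(A) and immune marker sets were picked after the data were seen.

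Log2 ratios rose with GC content after Setdb1 knockdown (rho 0.39). A bias of the empty knockdown vector control alone is argued against by a rho of 0.28 against the other control, although the fall from 0.39 leaves that library a part, and against one and the same expression vector control the rho with Myod1 expression was 0.22 and with Pparg expression 0.19. Leaving out the 113 members of both cell-cycle lists left rho at 0.394, but so few of 12679 genes can hardly move it, so a part of other cell-cycle genes stays open. A difference in RNA integrity or library preparation stays open: ratios also fell with gene length (rho -0.25), and with 1 library per group it cannot be told apart from an effect of the knockdown.

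The fall of the cell-cycle lists was not explained by that trend. With GC and length trends removed, the S phase and G2/M phase medians were -1.70 and -1.95 with Setdb1 knockdown and -0.96 and -1.28 with Myod1 expression. Against the other control the S phase median with Setdb1 knockdown was -1.78, which argues against high values in 1 control library. In the Myod1 library, where muscle transcripts take many reads, the S phase list lay at -1.05 relative to the median of all genes compared, so a dilution shared by all genes does not account for it. A hypothesis is that fewer cells were dividing in both cultures, which may follow from differentiation, from the treatment's toxicity or from culture density. None of these was tested.

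Interferon response genes rose with Pparg expression, all 39 of them. GC and length trends do not account for it (median 1.55 after their removal), nor do low values in 1 control alone (1.14 against the other control). Lentiviral infection as such is balanced by the control, which was infected too. The Myod1 comparison, with the same control, had a median of -0.13. The amount of virus per cell is not known, so a difference in it stays open. Immune cells in the culture are argued against by 8 markers that were under an FPKM of 1 in both controls: their summed FPKM changed by -0.42 while that of the interferon response genes in the table rose by 410. The test first used all 10 markers, whose summed FPKM changed by -11.4, mostly through Cd68 (12.2 in the control, log2 ratio -2.20), and it was narrowed to the 8 after that value was seen. Neither sum rose. Tyrobp and Cd52 were listed at 0 in all libraries and Ptprc in that of Pparg expression. Transcripts of Ifnb1, Ifna4, Ifnl2 and Ifnl3 were listed at 0 in all 5 libraries. The 2 controls also differed in this list (0.19, with Ifit1 at 2.25), so its level may vary between cultures, and whether Pparg raised it stays open with 1 library.

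Histone genes of the replication-dependent clusters rose with Setdb1 knockdown, with a median of 0.98 over 23 genes and 21 of them higher (percentile 100), and with Pparg expression (0.67). They rose while the S phase list fell by 1.85, so more cells in S phase is argued against (median -1.85), and GC and length trends did not account for it (1.03 after their removal). Hist1h1c went to an FPKM of 211, a log2 ratio of 3.41, and was higher in the other 2 comparisons too (3.10 with Myod1 expression and 2.37 with Pparg expression). As a set, the histone genes stood within random lists with Myod1 expression, at 0.34 (percentile 92.0) and at 0.04 after the trends were removed. These mRNAs mostly lack a poly(A) tail, so a library that held more RNA of that kind could give this pattern. Of the other RNAs without a tail 4 could be compared, under the minimum of 5, with a median of 1.29, 3 of 4 higher and percentile 99.9. The set holds Rn7sk, whose rise was known when it was written. Terc had 9 reads against 0, Rnu12 5 against 0 and Scarna13 10 against 11. Terc and Rnu12 reached an FPKM of 1 in the knockdown library alone, so the filter fixed their rise. The median and percentile of this set are therefore no evidence of a rise. Other RNAs without a tail, among them Rmrp, Rpph1, Rn7s1, Rn7s2 and Rny1, had 0 reads in all 5 libraries. They show no rise, but at 0 reads throughout they cannot decide the question. With Pparg expression, where histones rose as well, these RNAs stood at 0.16 (percentile 75.9), which does not go with the explanation there. With too few genes and reads, it cannot be told apart from a change of histone transcripts with a tail, which cells leaving the cycle may make.

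The mitochondrial gene mt-Co3 rose from an FPKM of 28.5 in the control to 264 with Myod1 expression and 309 with Pparg expression (log2 ratios 3.17 and 3.39). A rise of all mitochondrial transcripts is argued against with Pparg expression, where the median of the 13 protein genes was -0.70. The annotated nuclear copy Gm28437 is identical to mt-Co3 over 783 bases. A move of reads between these 2 genes is argued against by their summed reads, which went from 772 in the empty expression vector control to 5137 with Pparg expression (log2 ratio of the sums after scaling 2.504). The other control held 1477 such reads, so the size of the rise depends on the control. Against that control the log2 ratio of mt-Co3 was 2.43 with Myod1 expression and 2.66 with Pparg expression. Most reads of such a shared sequence may have been left unassigned in all libraries, since mt-Co1 had an FPKM of 6170 in the empty expression vector control. A sequence variant or a rule of the aligner that let more of them be assigned therefore stays open, and the values per gene cannot decide it. No other biological explanation was tested.

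Among the 154 loci outside the annotation that were compared, 38 have a description naming a retrovirus or another retroelement. Their median rose with Setdb1 knockdown to 0.60 with 28 of 38 higher (percentile 100), and with Pparg expression to 0.33, against 0.00 between the controls. Against the other control the median with Setdb1 knockdown was 0.50, so low values in 1 control alone are argued against. The other 116 loci outside the annotation had a median of 0.19 (percentile 99.89), with 66 higher, 23 lower and the rest unchanged. The difference of 0.41 between both kinds lay at percentile 99.1 of 10000 random splits of these loci. These splits were not matched on expression, and the unchanged loci hold down the median of the other loci. A rise of such loci of any kind as the whole source therefore stays open. The abundant loci went both ways. Of the 4 with a mean FPKM of at least 10 over the 2 libraries compared 3 fell, the most abundant (chromosome 1, 170944971 to 170946158) from 748 to 237, and 1 (chromosome 12, 108079024 to 108084418) rose from 165 to 256. Of the other 34 loci 27 rose. Summed over all 38 loci the FPKM fell from 1231 to 741, and over the other 34 it rose from 39.2 to 89.4. The sum over these 34 loci also rose without the knockdown. It went from 39.8 in the empty expression vector control to 97.8 with Myod1 expression and 83.5 with Pparg expression. Different loci carried part of each sum. A locus on chromosome 12 (92882654 to 92892439) went from 0 to 15.96 with Myod1 expression, but from 0.0702 to 0.0127 with Setdb1 knockdown. Another on chromosome 2 (75638111 to 75642875) went from 1.79 to 17.95 with Pparg expression, but from 1.05 to 0.926 with Setdb1 knockdown. A locus on chromosome X (9328975 to 9332636) rose in all 3 comparisons. The sums therefore cannot decide whether the rise was specific to Setdb1. This limit of 10 and the libraries it was applied to were set after the values were seen. Whether a lowered Setdb1 transcript had a part in the higher median was not tested. Reads shared between copies of an element stay open for all 38 loci, as does GC content, for which these loci have no value. With Myod1 expression the set stood at 0.09 as deposited and at -0.11 under the column sum, and the other loci stood at 0.51.

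The Myod1 and Setdb1 comparisons share no library, and their log2 ratios correlated across genes (r = 0.29). Removing GC and length trends from both left r at 0.22, so these do not account for the whole relation. Leaving out the 113 members of the S phase and G2/M phase lists left r at 0.28, but other cell-cycle genes stayed in, so their part is open. A common response to slower division or to differentiation may contribute, and a shared difference of treated from control cultures, such as cell density, was not tested.

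Other values differed without a test of their cause. Mitochondrially encoded protein genes fell with Setdb1 knockdown, with a median of -1.31 and 13 of 13 lower. Cytoplasmic ribosomal protein genes rose with Myod1 expression (0.49) and Setdb1 knockdown (0.36) and fell with Pparg expression (-0.28). They kept these directions under each scaling, but with Myod1 expression the median was 0.10 under the column sum. With GC and length trends removed it was 0.28 with Myod1 expression, 0.15 with Setdb1 knockdown and -0.35 with Pparg expression. Between the controls this set also lay outside random lists, at 0.09 (percentile 99.91). H19, chosen after its values were seen, went from an FPKM of 0.597 in the empty expression vector control to 1085 with Myod1 expression and 9.84 with Pparg expression. With Setdb1 knockdown it was 0.220, against 0.340 in the empty knockdown vector control (10 reads against 14).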
